A study of Mus musculus with 12 samples. Its data were reported in "Sympathetic-Mediated Intestinal Cell Death Contributes to Gut Barrier Impairment After Stroke" (2023).

How the data were processed

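RNA was sequenced from EpCAM-positive epithelial cells of the small intestine of mice collected 24 h after permanent middle cerebral artery occlusion (pMCAO) or sham surgery. EpCAM is a surface protein of epithelial cells, and pMCAO blocks a main artery of the brain without restoring its flow. The labels placed 7 samples in the sham group and 5 in the pMCAO group, each labelled as a biological replicate of its own. All 12 samples were matched by name to the columns of a single table for the whole series, and 0 sample columns were left unmatched.

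According to the methods of the paper, the authors removed ribosomal RNA by a cleavage approach, sequenced paired-end reads, aligned them to GRCm38 with STAR, assigned them to genes with featureCounts, and tested the groups with limma-voom in Degust after correcting for the day of tissue collection. Whether the counting used strand was not stated. The deposited count columns held whole-number counts per gene for 15855 genes, not normalised. The deposited CPM columns were those counts scaled to the table's total in each sample, which held for 190260 of 190260 values. The deposited log2 columns held the fold change of pMCAO over sham and the average log2 expression, and the latter equalled the mean log2 CPM of the 12 samples with TMM factors for all 15855 genes. The deposited p-value columns held the limma p-value and its false discovery rate (FDR), the latter equal to the Benjamini-Hochberg adjustment over all 15855 genes. Every gene of the table reached 0.5 CPM in at least 4 samples, so the table had been filtered before deposit. Counts were used as deposited for every test, and the authors' fold changes and p-values were used only where their deposited table is named.

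Total counts per sample ranged from 7418730 to 31925579. A floor of 3 counts corresponded to between 0.094 and 0.404 CPM depending on the sample. Shares of counts in a single sample are given with 95% Wilson intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules.

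Genes were kept with filterByExpr at its defaults, which include a minimum count of 10, leaving 14462 genes and removing 1393. Counts were scaled with TMM factors and tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3) on the group alone. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds named in the paper's methods. Fold changes are log2 values of pMCAO over sham with the standard error (SE) of the moderated fit, and CPM values of genes are TMM-scaled. The collection day is not in the labels, so this design carried no batch term. The design, the gene sets, the study's gene list and the first group of alternatives below were fixed before the data were examined.

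The batches were worked out after the data had been examined. Samples were put in the order of the library number in their titles, split points were added one at a time, and each time the split was kept that brought the log2 fold changes of a group-plus-batch voom fit over all 15855 genes closest to those of the authors' deposited table. After 30 fits, 4 batches gave all 15855 fold changes within 1e-09. The batches were therefore taken from the authors' own fit and not from the labels, and whether each is a day of tissue collection was not known. Batch 1 held 3 sham and 1 pMCAO samples (libraries 58 to 61), batch 2 held 2 and 2 (libraries 62 to 65), batch 3 held 1 and 2 (libraries 66 to 68), and batch 4 held sham replicate 7 alone (library 72). A sample alone in its batch carries no information on the group difference in a fit with batches. All results with batches are additions to the fixed design.

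Gene set scores were the mean log2 CPM (TMM, prior count 2) of the set's genes present in the table, with the mean of the minus genes subtracted where a set had any. The 17 sets, with 154 of their 167 genes present were used. Scores were compared between groups with an exact two-sided permutation test over all 792 splits of the 12 samples, whose smallest possible p was 0.00126, with Benjamini-Hochberg adjustment over the 17 sets. With batches, the score difference was adjusted for batch and permuted over the 72 splits that keep the number of pMCAO samples in each batch, whose smallest possible p was 0.0139.

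By the naming rule, fixed with the design, the genes named were the 10 with the smallest adjusted p among those called, or the 5 with the smallest unadjusted p if none was called, which applied here. The rule added the 5 fructose genes of the study and a panel of 10 marker genes that the study measured by other methods. Values of 1 gene of the panel and of 1 fructose gene on its own are not reported here. Other genes named were chosen after their values were seen, as the text says.

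The alternatives of the fixed design were edgeR's quasi-likelihood test, DESeq2 (1.42.0), limma-trend, sample quality weights, robust eBayes, median-of-ratios size factors, library totals only, upper-quartile scaling, no low-count filter, at least 1 CPM in at least 5 samples, the replicate number as a block, the library number as a covariate, 1 surrogate variable (sva 3.50.0), a 1.5-fold threshold and leaving out each sample. For scores they were z-scores, a prior count of 0.5, permutation within replicate numbers, and camera with an inter-gene correlation of 0.01. Every alternative with batches was added afterwards. In total, 31 settings were fitted across all genes without batches and 38 with them. Replicate numbers are shared by the groups in the labels, and the pairing tested with the block comes from those numbers.

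The procedure was tested in 5 draws of simulated counts with the means, library sizes and dispersions of the 12 samples. In each draw 200 genes were changed by 2 on the log2 scale. They were drawn only from the genes kept by the filter that also lay above a minimum mean count. Recovery of genes with lower counts or smaller changes was therefore not tested. With simulated batches, limma-voom without batches recovered 68.1% of the changed genes and 1.16% of its calls were false. Limma-voom with batches recovered 84.8%, and 10.2% of its calls were false, which is above the nominal 5%. Without simulated batches, 6.79% of the calls of limma-voom without a batch term were false with 83.7% recovered, and 5.85% of those with the term. With simulated batches, edgeR with batches recovered 82.2% with 4.20% false calls, and DESeq2 with batches 90.3% with 15.7%.

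Gene coordinates and types were taken from the GENCODE mouse annotation, release 21, on GRCm38, the build named by the authors. The annotation held 15776 of the 15855 identifiers (99.5%), each on the chromosome the table gives, and 14881 carried the same name. Near-identical sequence was found with BLAST 2.17.0, as alignments of at least 100 nt at 98% identity between the longest transcript of a gene and transcripts of other genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.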

Results

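Gene expression was measured by RNA sequencing in EpCAM-positive epithelial cells of the small intestine, sorted 24 h after surgery from 7 sham-operated and 5 post-stroke mice. The comparison of the groups asked which genes of the gut epithelium change after experimental stroke. The total count per sample over the 15855 genes of the table ranged from 7418730 to 31925579. It was 13442588 ± 7130286 (SD, n = 7) in the sham group and 22183984 ± 8722524 (SD, n = 5) in the pMCAO group, a difference within the spread of the groups (two-sided exact permutation test, p = 0.0934). The number of genes detected ranged from 13386 to 15766.

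A large share of the counts fell on mitochondrial ribosomal RNA. The share was 35.6% ± 13.5 (SD, n = 7) in sham-operated mice and 24.5% ± 8.47 (SD, n = 5) in pMCAO mice. No difference was detected by the exact permutation test (p = 0.136), which does not show equal shares. By batch, it was 43.9% ± 9.57 (SD, n = 4) in batch 1 and 24.4% ± 7.98 (SD, n = 8) elsewhere. The lowest share was 14.6% (95% Wilson interval 14.56 to 14.58) in pMCAO replicate 2, and the highest was 54.5% (95% Wilson interval 54.47 to 54.55) in sham replicate 3. Pairs of samples within a group differed by far more than counting error, with a chi-square per degree of freedom of at least 14.5 (sham replicates 2 and 3), so no pair had the same values within sampling noise. The labels give each sample as a biological replicate, and each was counted as 1.

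The first principal component held 40.5% of the variance of log2 CPM and separated the 4 samples of batch 1 from the other 8. Batch 1 held sham replicates 1, 2 and 3 and pMCAO replicate 1. Genes detected were 13970 ± 628 (SD, n = 4) in batch 1 and 15540 ± 166 (SD, n = 8) in the other batches. The second component held 10.8% of the variance and spread the samples of batch 1. On neither component did the groups separate.

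**Figure D1:**
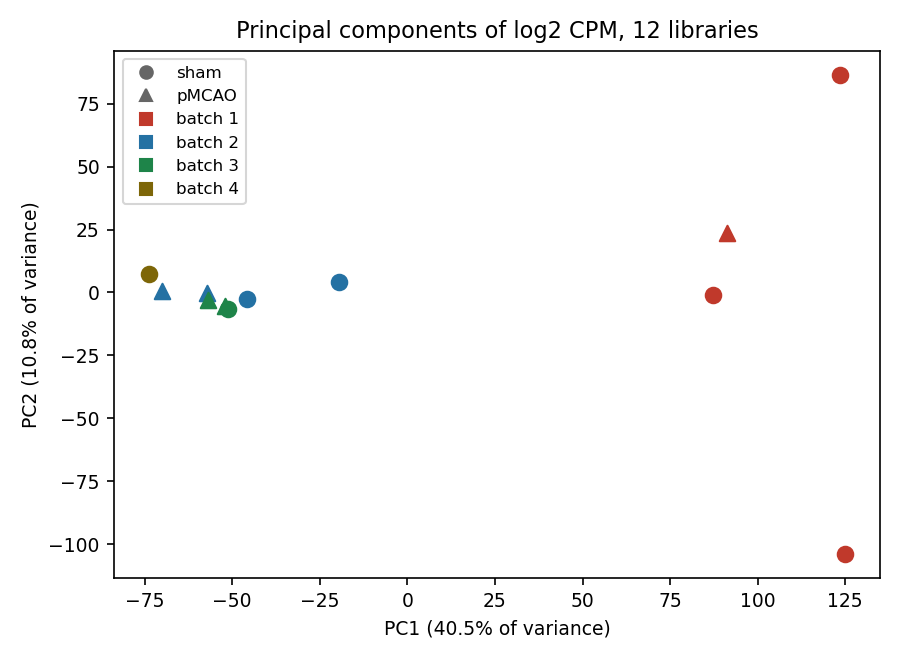
Scores of the 12 samples on the first principal component (horizontal axis, 40.5% of the variance) and the second (vertical axis, 10.8%) of log2 CPM, with circles for sham, triangles for pMCAO and 1 colour per batch. The 4 samples of batch 1 sit between 87.2 and 124.9 on the first component, and the other samples all lie below 0.

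Without a batch term, 0 of the 14462 genes tested reached an adjusted p of at most 0.05, and so 0 were called DE. The smallest adjusted p was 0.0557. An unadjusted p under 0.05 was found for 1219 genes, 8.43% of those tested. The alternative that moved the count of DE genes most outside the replicate pairing was the library number as a covariate, with 156 genes called.

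The genes with the smallest unadjusted p were Duox2, Tppp, Ccbl1, Fut4 and Eef2k. None of them passed the adjustment without batches. Duox2 (ENSMUSG00000068452, dual oxidase 2) is a protein-coding gene on the minus strand of chromosome 2, from 122279247 to 122298449 on GRCm38. Its level was 207 CPM ± 159 (SD, n = 7) in sham and 12.4 CPM ± 7.38 (SD, n = 5) in pMCAO mice. The log2 fold change was -3.66 (SE 0.56), with an unadjusted p of 7.065e-06 and an adjusted p of 0.0557. Within batches 1, 2 and 3, the log2 difference was -6.13, -2.28 and -5.51. The lowest sham value, 53.9 CPM, was above the highest pMCAO value, 22.7 CPM.

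Tppp (ENSMUSG00000021573), on the plus strand of chromosome 13 from 74009407 to 74035753, fell from 70.9 CPM ± 17.7 (SD, n = 7) to 12.7 CPM ± 11.5 (SD, n = 5). Its log2 fold change was -2.74 (SE 0.43, adjusted p 0.0557), and -2.39, -2.01 and -4.50 within batches 1, 2 and 3. Ccbl1 (ENSMUSG00000039648), which the annotation names Kyat1, lies on the minus strand of chromosome 2 from 30185124 to 30205847. It measured 80.0 CPM ± 38.8 (SD, n = 7) in sham and 18.2 CPM ± 6.23 (SD, n = 5) in pMCAO mice, a log2 fold change of -1.98 (SE 0.32, adjusted p 0.0557), and -2.28, -1.75 and -2.15 within the batches. Fut4 (ENSMUSG00000049307), on the minus strand of chromosome 9 from 14748320 to 14752393, rose from 4.44 CPM ± 2.81 (SD, n = 7) to 19.4 CPM ± 5.03 (SD, n = 5). Its log2 fold change was 2.15 (SE 0.35, adjusted p 0.0557), and 2.69, 1.52 and 2.65 within the batches. Eef2k (ENSMUSG00000035064), on the plus strand of chromosome 7 from 120842831 to 120907450, fell from 73.9 CPM ± 27.4 (SD, n = 7) to 18.7 CPM ± 9.82 (SD, n = 5). Its log2 fold change was -2.03 (SE 0.35, adjusted p 0.0727), and -1.64, -1.61 and -2.80 within the batches. An exon of Eef2k overlaps Gm15774 on the opposite strand, and reads of both cannot be told apart if the counting ignored strand.

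With the 4 batches as a covariate, added after the data were examined, 69 genes had an adjusted p of at most 0.05 and 47 were called DE, of which 20 were higher and 27 lower in pMCAO mice. An unadjusted p under 0.05 was found for 1843 genes (12.7%). All 47 DE genes had the same direction within each of the 3 batches that hold both groups, against 30.3% of all genes tested, although the 47 were chosen by a fit to those batches. Without batches, 46 of the 47 had an unadjusted p under 0.05. The count rose most with DESeq2, to 114 genes, and fell most without batch 1, to 0 genes with 1421 genes at an unadjusted p under 0.05. With edgeR it was 21. Of the 47 genes, 21 were also called by edgeR and 43 by DESeq2, both with batches. On simulated counts, 10.2% of the calls of this fit were false. Leaving out each sample in turn gave from 4 to 86 genes, the lowest without sham replicate 6, the only sham sample of batch 3, and Duox2 and Ccbl1 were called in every such fit.

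By this fit, Duox2 had a log2 fold change of -3.94 (SE 0.48, adjusted p 0.00422) and Ccbl1 of -1.96 (SE 0.25, adjusted p 0.00422). Eef2k, Fut4 and Tppp were also called, at adjusted p values of 0.00497, 0.00497 and 0.00798. Of the genes chosen after their values were seen, being among the 10 with the smallest adjusted p with batches, Ptgr1 rose by 1.55 (SE 0.21), Ash2l by 1.19 (SE 0.17) and Pbld2 by 1.05 (SE 0.15) on the log2 scale, while Pde4d fell by 1.15 (SE 0.17), Pnpla7 fell by 2.13 (SE 0.32) and Zc3h13 fell by 1.24 (SE 0.19), each with an adjusted p between 0.00497 and 0.00713.

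**Figure D2:**
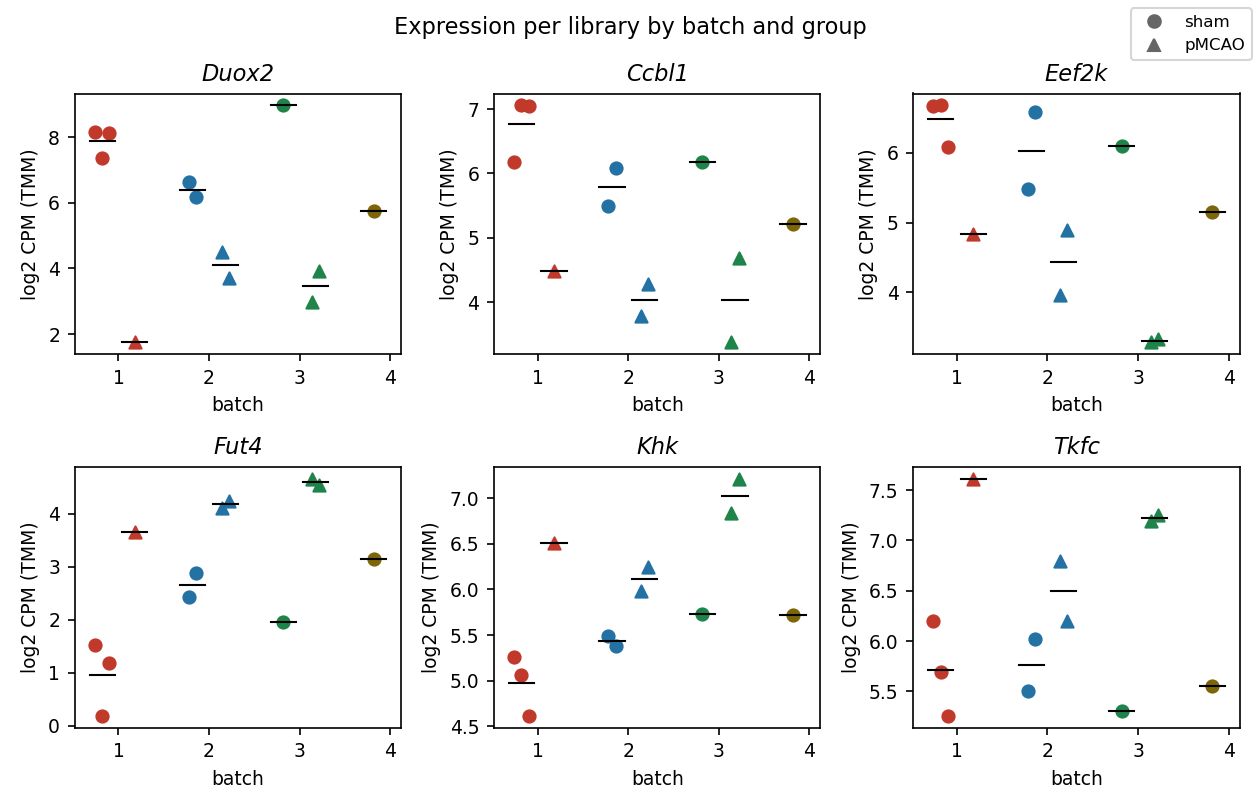
Log2 CPM of Duox2, Ccbl1, Eef2k, Fut4, Khk and Tkfc in each sample (vertical axis), by batch (horizontal axis, 1 colour each), with circles for sham, triangles for pMCAO and lines for the mean of each group in a batch. Differences between the groups within batches 1, 2 and 3 were -6.13, -2.28 and -5.51 for Duox2 and 1.53, 0.68 and 1.29 for Khk, and batch 4 holds 1 sham sample only.

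**Figure D3:**
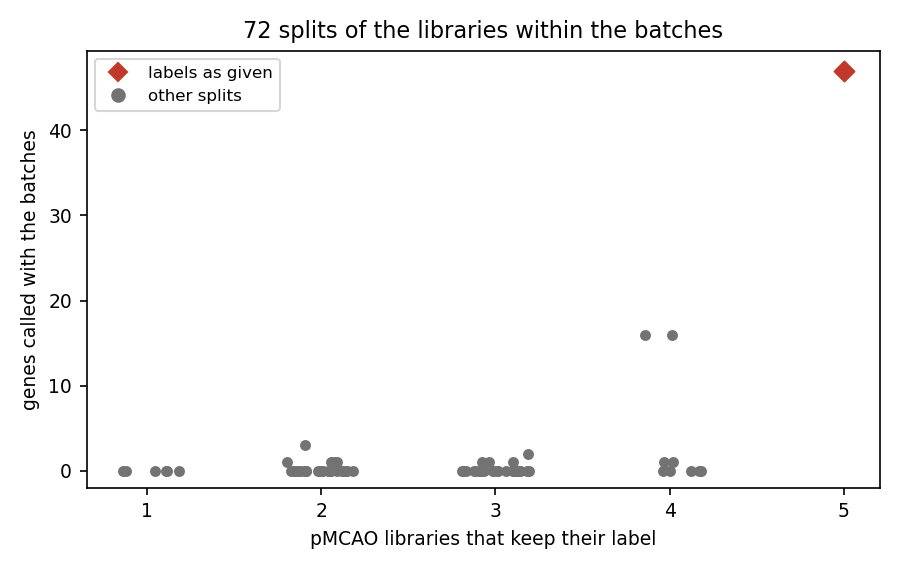
Genes called with the batches (vertical axis) for each of the 72 splits of the samples that keep the number of pMCAO samples per batch, by the number of pMCAO samples that keep their label (horizontal axis, jittered). The labels as given called 47 genes (diamond), and the other 71 splits called at most 16 (circles).

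Of the 47 DE genes, 10 have an exon that overlaps another gene on the opposite strand, and 0 overlap one on the same strand. Apol9b (chromosome 15, 77729039 to 77736382) shares 97.1% of its longest transcript with Apol9a (chromosome 15, 77403789 to 77411135) at near-identical sequence. Of the longest transcript of Apol9a, 4246 nt, 2.4% is shared with Apol9b in this way. With batches, Apol9b fell by 2.54 and Apol9a fell by 1.82 on the log2 scale. Which of the pair the Apol9b change belongs to is uncertain. For Apol9a these shares cannot decide it, since only the longest transcript of each gene was searched. Both genes were chosen after their values were seen.

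In the authors' deposited table, 48 genes had an FDR of at most 0.05 and 38 of them an absolute log2 fold change of at least 1, of which 17 were higher and 21 lower after pMCAO. These 38 genes are the study's list. Of the list, 37 genes were kept by the filter here. Without batches, 0 of the 37 were called when adjusted over all genes and 35 when adjusted over the list alone. Since the list was chosen on these same samples, the second count shows no stability. All 37 had the direction of the list. With batches, 32 of the 37 were called over all genes. The batches were chosen to match the authors' own fold changes on these samples, so this count shows no stability either.

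The deposited p-values were matched for all 15855 genes by 1 form of the batch fit only, with group means, contrasts.fit and batch 4 as the reference, whose standard errors are approximate when weights differ between genes. Fitted in this way, 38 genes were called. The same fit called 32 genes with batch 1 as the reference, 67 with batch 2 and 104 with batch 3. With the exact standard error of the group coefficient over the same 15855 genes, 42 genes were called, 31 of them among the 38.

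The next question was whether genes of fructose metabolism changed, a pathway the study named from its list. Khk (ENSMUSG00000029162, chromosome 5, 30921431 to 30931248, plus strand) encodes ketohexokinase. It rose from 41.1 CPM ± 10.3 (SD, n = 7) to 98.4 CPM ± 33.7 (SD, n = 5), a log2 fold change of 1.17 (SE 0.23, adjusted p 0.110) without batches and 1.10 (SE 0.18, adjusted p 0.0108) with them. Tkfc (ENSMUSG00000034371, chromosome 19, 10587791 to 10605654, minus strand) rose by 1.36 (SE 0.24, adjusted p 0.0728) without batches and 1.40 (SE 0.23, adjusted p 0.0134) with them. Fbp1 (ENSMUSG00000069805, chromosome 13, 62864753 to 62888282, minus strand) rose by 2.10 (SE 0.62, adjusted p 0.350) and 2.16 (SE 0.42, adjusted p 0.0337). Akr1b7 (ENSMUSG00000052131, chromosome 6, 34412334 to 34423142, plus strand) rose by 1.75 (SE 0.32, adjusted p 0.0728) and 1.71 (SE 0.27, adjusted p 0.00886). Exons of Tkfc overlap Cyb561a3 and Ddb1, and an exon of Akr1b7 overlaps Gm13857, on the opposite strand.

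The score of the study's 5 fructose genes was 5.08 ± 0.51 (SD, n = 7) in sham and 6.80 ± 0.45 (SD, n = 5) in pMCAO mice. The difference of 1.72 had an exact permutation p of 0.00126, the smallest the 792 splits can give, and an adjusted p of 0.0107 over 17 sets. Scores ranged from 4.33 to 5.60 in sham and from 6.30 to 7.34 in pMCAO mice. The genes had been chosen by the study on these data. Within batches 1, 2 and 3 the difference was 2.11, 1.04 and 1.79. With batches it was 1.58, with an exact permutation p of 0.0139, the smallest the 72 splits can give, and an adjusted p of 0.118.

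A set of 9 other genes of fructose and hexose metabolism, not on the study's list, scored 4.71 ± 0.32 (SD, n = 7) in sham and 5.62 ± 0.38 (SD, n = 5) in pMCAO mice. The difference of 0.91 had the same smallest exact permutation p of 0.00126 and an adjusted p of 0.0107. It was 1.17, 0.27 and 0.88 within batches 1, 2 and 3, and 0.72 with batches (adjusted permutation p 0.118). The lowest pMCAO score, 5.18, was above the highest sham score, 5.10. Of the 9 genes, 7 were higher and 4 had an unadjusted p under 0.05 without batches: G6pc (log2 fold change 2.08, SE 0.42), Slc2a5 (1.44, SE 0.49), Glyctk (1.38, SE 0.50) and Slc37a4 (1.13, SE 0.32). Adjusted over the set alone, 4 of the 9 passed without batches. None of the 9 passed the adjustment over all genes in either fit.

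**Figure D4:**
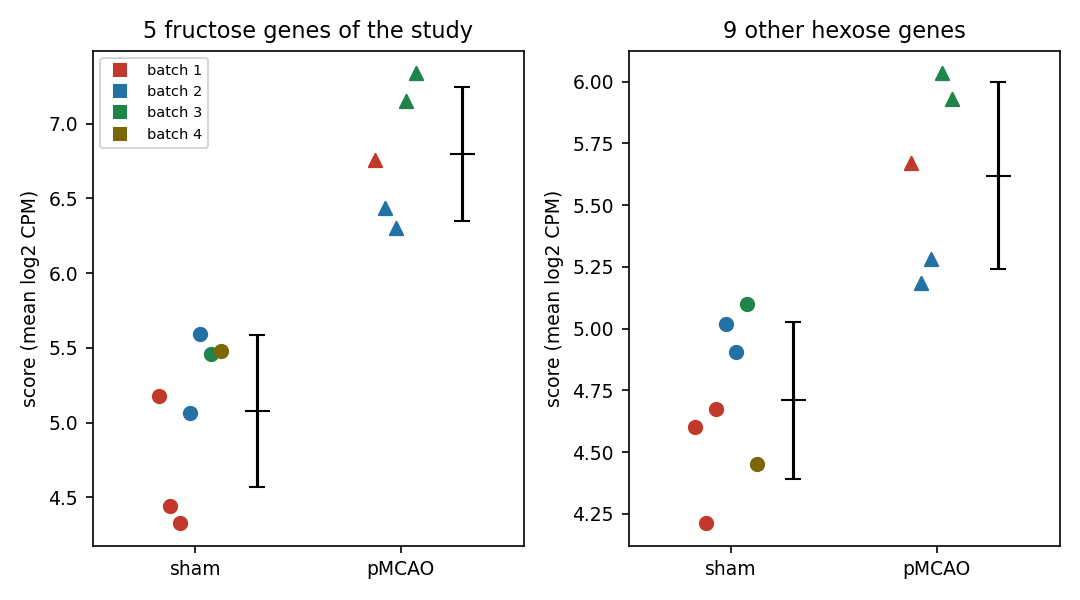
Mean log2 CPM of the study's 5 fructose genes (left) and of 9 other hexose genes (right) in each sample, with circles for sham, triangles for pMCAO, 1 colour per batch, and bars for the mean and SD of each group. All 5 pMCAO samples lie above all 7 sham samples, from 6.30 against at most 5.60 on the left and from 5.18 against at most 5.10 on the right.

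These were the 2 of 17 sets past the adjusted threshold, and camera moved that count most, to 7 sets. The glucocorticoid response score was 1.10 higher in pMCAO mice (exact permutation p 0.0202, adjusted p 0.115; with batches 1.07, adjusted p 0.236). Within batches 1, 2 and 3 it was higher by 1.55, 0.52 and 1.36. The handling stress score differed by -0.60 (exact permutation p 0.0316, adjusted p 0.134), and by -0.30, -0.22 and -0.65 within the batches. Neither passed the adjustment by permutation. By camera without batches, the glucocorticoid response set had an adjusted p of 0.0343 and the handling stress set of 6.592e-05. The goblet cell score differed by 0.87 (exact permutation p 0.280), the stem cell score by 0.63 (exact permutation p 0.364), the proliferation score by 0.51 (exact permutation p 0.415) and the Paneth cell score by 0.26 (exact permutation p 0.745), none past the threshold over all samples. Within batches 1, 2 and 3, the goblet cell score differed by 0.49, 0.64 and 0.23, the stem cell score by 0.25, 0.58 and -0.038, the proliferation score by 0.15, 0.41 and 0.91 and the Paneth cell score by 0.77, 0.33 and -0.80. With batches, the exact permutation p was 0.167 for the goblet cell, 0.139 for the stem cell, 0.0972 for the proliferation and 0.764 for the Paneth cell score. By camera without batches, the goblet cell set had an adjusted p of 0.0235, and the interferon and fasting response sets of 0.0370 each. The cell type scores were farther apart between batches than between groups, which widened the spread in the test over all samples. The goblet cell score was 6.27 ± 0.41 (SD, n = 4) in batch 1 and 8.88 ± 0.52 (SD, n = 8) elsewhere. Of the stromal set, 2 of 10 genes were present, so its score is void as a check. Of the microbe response set, 7 of 9 were present, and its score differed by 0.88 (exact permutation p 0.225).

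Of the marker panel, 9 of 10 genes were tested, and by limma-voom 0 had an adjusted p of at most 0.05 over all genes or over the panel, with or without batches. Adjusted over the panel alone, 1 gene passed with edgeR and 1 with DESeq2, both without batches, and 2 passed with DESeq2 with batches. Hes1 was the 1 gene of the panel with an unadjusted p under 0.05 without batches (log2 fold change -0.89, SE 0.39, p 0.0375, adjusted over the panel 0.337). The stem cell marker Lgr5 measured 2.13 CPM ± 3.13 (SD, n = 7) in sham and 1.98 CPM ± 1.55 (SD, n = 5) in pMCAO mice. Its log2 fold change was 0.63 (SE 1.09, adjusted p 0.893) without batches and -0.47 (SE 0.71, adjusted p 0.831) with them, so its direction depended on the fit. The goblet cell mucin gene Muc2 measured 7088 CPM ± 5831 (SD, n = 7) and 8947 CPM ± 5301 (SD, n = 5), a log2 fold change of 0.55 (SE 0.62, adjusted p 0.821). Without batches, the Paneth cell lysozyme gene Lyz1 changed by 0.16 (SE 0.69), Ephb2 by 0.50 (SE 0.87), Olfm4 by 1.54 (SE 0.90), Bmi1 by 0.13 (SE 0.56), Mki67 by 0.25 (SE 0.42) and Cdh1 by -0.29 (SE 0.25), with adjusted p values of at least 0.647. With batches the changes were 0.47, 0.056, 0.79, -0.14, 0.47 and -0.15 in the same order. Olfm4 averaged 9.39 CPM in sham and 8.49 CPM in pMCAO mice. In batch 1 its counts were 1, 0 and 2 in the sham samples and 36 in the pMCAO sample. Those of Ephb2 were 8, 4 and 0, and 1.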

Values the study reported

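The study reported 38 differentially expressed genes between the epithelial cells of pMCAO and sham-operated mice at 24 h, from 7 sham and 6 pMCAO samples. The fold change it gave for Duox2 was -3.96 on the log2 scale, for Khk 1.10 and for Fbp1 2.17.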

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

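The comparison of pMCAO replicate 1 with the sham samples of batch 1 was chosen after the result was seen. In 90 groups of values tested for a single sample far from the rest, 9 such groups were found, where about 4.5 arise by chance.

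Of these, 6 concern pMCAO replicate 1, the pMCAO sample of batch 1, and are not independent of one another. Its log2 CPM of Ephb2 was -2.42, against 2.18 ± 0.43 (SD, n = 4) in the other pMCAO samples, and that of Cdh1 was 9.48, against 8.65 ± 0.12 (SD, n = 4). Its stem cell score was 0.42 (others 2.64 ± 0.32), its enteroendocrine cell score 2.27 (others 6.81 ± 0.46) and its tuft cell score 0.94 (others 4.36 ± 0.14). It had 14257 genes detected, against 15620 ± 150 (SD, n = 4). On 6 of these 6 measures the sample lay nearer the mean of the 3 sham samples of batch 1 than that of the other pMCAO samples. At equal depth, 13565 genes were detected in it, still under the 14890 to 15381 of the other pMCAO samples, so depth did not account for it. Of the genes where at least 20 counts were due at its depth, 2.89% stood at 0, the highest share of any sample. The counts due came from the other pMCAO samples, all outside batch 1, so genes lower throughout batch 1 raise this share. Loss of transcripts was not ruled out, and the share cannot tell it from lower expression. A candidate explanation is a difference between batches that is shared with sham samples. What differed in the handling of batch 1 was not tested, and with 1 pMCAO sample in that batch an effect of stroke on these measures cannot be told apart from the sample itself.

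Bmi1 had a log2 CPM of -3.30 in sham replicate 2, against 2.98 ± 0.36 (SD, n = 6) in the other sham samples. The count was 0, where 39 counts were due at its depth, which depth alone does not give. Loss of transcripts in a small library could leave such zeros. In this sample 105 genes stood at 0 where at least 20 counts were due, against a mean of 57.9 in the samples outside batch 1, which range from 3 to 112. That is under the excess set beforehand for such a loss. Fewer genes had 20 counts due in this sample, however, and as a share of them the zeros were 1.19%, above the highest share outside batch 1, 0.811%. Within batch 1 the share ran from 0.813% in sham replicate 3 to 2.89% in pMCAO replicate 1. Sham replicate 4, of batch 2, had 0.0294% at a total of 7852208 counts, against 7538258 in sham replicate 2. The zeros thus went with batch 1 and did not follow the total count. Loss of transcripts is therefore not ruled out, and the cause remains open.

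Pbld2 had a log2 CPM of 4.49 in sham replicate 5, against 5.39 ± 0.17 (SD, n = 6) in the other sham samples, a distance of 12.3 counting errors, so counting error did not account for it. Its gap was only just at the limit for 7 samples. Pnpla7 had a log2 CPM of 1.76 in pMCAO replicate 4, against 2.87 ± 0.08 (SD, n = 4) in the others, on a count of 41. That is 4.93 counting errors, and a difference between animals cannot be told apart from counting error beyond the model used. Neither is more than chance gives among 90 groups, and no biological explanation was tested for either.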

How the results depend on the processing

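All settings with batches, the covariates of cell content and the fit of replicates 1 to 5 without the block were chosen after the results were seen. In total 31 settings were fitted without batches and 38 with them.

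The number of DE genes without batches, 0 with 1219 genes at an unadjusted p under 0.05, stayed at 0 under edgeR (930 genes at an unadjusted p under 0.05), robust eBayes, median-of-ratios and upper-quartile scaling, and both other filters. It was 64 with DESeq2, 1 with limma-trend, 18 with sample quality weights, 3 with library totals only, 156 with the library number as a covariate, 19 with 1 surrogate variable, and 15 with the goblet cell score. With batches it was 47, or 21 with edgeR and 114 with DESeq2. Genes with an adjusted p of at most 0.05 numbered 71, 1, 20, 3, 265, 23 and 16 in the same order, then 69, 23 and 188. Genes of the study's list numbered 27, 1, 16, 3, 33, 16 and 13, then 32, 19 and 33. In the 12 fits that each left out one sample, from 0 to 17 genes were called, 0 to 18 passed the adjusted p and 0 to 12 were of the list. The cause of these changes was not tested.

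With the replicate number as a block, 259 genes were called in replicates 1 to 5 (380 by adjusted p, 33 of the list), and the same 10 samples without the block gave 4 (4 and 4). Deviations of same-numbered samples had a mean correlation of 0.048, against 0.00018 for other numbers and 0.243 for samples of a batch, so the numbers did not pair the samples. Within replicate numbers the smallest possible permutation p is 0.0625, so no set could pass: the fructose difference was 1.88, the other hexose difference 0.94, and 0 sets passed.

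The 47 genes called with batches became 26 with limma-trend, 29 with quality weights, and 28 with the immune and stromal scores as covariates. Over all 15855 genes, where the exact standard error gave 42, contrasts.fit with batch 3 as the reference gave 104. Without batch 1, without batches 1 and 4, and without batches 3 and 4, 0 genes were called, with 1421, 1450 and 1455 genes at an unadjusted p under 0.05. Leaving out 1 sample gave from 4 to 86. Adjusted over the marker panel alone, 1 panel gene passed with the immune and stromal scores and batches, and 1 without sham replicate 5, with or without batches. Library totals shifted the median log2 fold change of all genes from 0.06 to 0.35 without batches and from 0.01 to 0.15 with them. With batches they gave 32 genes, 21 higher and 11 lower, against 20 and 27. With the goblet cell score 38 were called, 25 higher and 13 lower.

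The fructose and other hexose scores kept their direction in every setting tried and had an unadjusted permutation or camera p under 0.05 in each but the replicate block. Over 17 sets the adjusted p was 0.0644 for the other hexose score with library totals 0.118 for both scores with batches and 0.0515 for both without pMCAO replicate 4. The number of sets past the threshold was 1 with library totals, 0 with batches, where the smallest possible p of 0.0139 leaves little room to pass over 17 sets, 7 with camera, and 0 to 2 across the fits that left out one sample.

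Of the values of the 15 other set scores under the alternatives, 272 of 300 kept direction and side, 5 passed under camera, and 23 changed direction. The enteroendocrine and tuft cell scores differed by -0.41 and -0.092 with batches. The proximal minus distal score differed by 0.12 with camera, the circadian score by 0.018 as z-scores and 0.32 with the block, and the immune score by -0.0088 as z-scores. Across the fits that left out one sample, differences ran from -0.047 to 0.65 for the Paneth cell, -0.24 to 0.14 for the proximal minus distal, -0.26 to 0.28 for the circadian, -0.25 to 0.49 for the immune and -0.084 to 0.56 for the stromal score.

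For the named genes without batches, 594 of 725 values under alternatives without a batch term kept direction and side, 101 passed the threshold and 30 changed direction. Under the 3 alternatives that add the batches, 18 of 75 kept both, 47 passed and 10 changed direction. The changes of direction were all of marker genes. With batches as the starting point, 380 of 464 kept both and 84 lost the threshold. Lgr5 changed by -0.15 with edgeR, -0.13 with DESeq2, -0.72 with the surrogate variable, -0.47 with batches (-0.20 with edgeR, -0.20 with DESeq2), and -0.86, -0.34 and -0.92 with the goblet cell score, the proximal minus distal score and the mitochondrial rRNA share. Olfm4 changed by -0.16 with edgeR, -0.17 with DESeq2 and -0.35 with the goblet cell score. Bmi1 changed by -0.12 with edgeR, -0.13 with DESeq2, -0.41 with the replicate block, -0.074 with the surrogate variable, -0.14 with batches (-0.23 with edgeR, -0.23 with DESeq2), -0.16 with the goblet cell score and -0.086 with the rRNA share, and between -0.26 and 0.29 without one sample. Ephb2 changed by -0.31 and -0.28 with edgeR and DESeq2 with batches and -0.049 with the goblet cell score. Muc2 changed by -0.016 with the surrogate variable, -0.25 with the goblet cell score and -0.32 with the rRNA share. Lyz1 changed by -0.29 with edgeR, -0.31 with DESeq2, -0.089 with limma-trend, -0.26 with the surrogate variable, -0.24 and -0.29 with edgeR and DESeq2 with batches, -0.57 with the goblet cell score, and between -0.38 and 0.57 without one sample. Cdh1 changed by 0.027 with library totals. None of these values passed the threshold, and the cause was not tested.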

Other observations

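For the genes called with batches, the tests of gut region, goblet cells, mitochondrial rRNA and single samples were chosen after the results were seen, as was the test of the reference batch.

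Without batches, 0 genes were called DE, with 1219 genes at an unadjusted p under 0.05. That is lower than the value quoted from the study above.

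Of the 32 splits of the samples that part the 5 same-numbered pairs, 5 gave at least 1219 genes at an unadjusted p under 0.05 without batches, the real split included. The other 4 all placed 3 of the 4 samples of batch 1 in the smaller group and gave up to 2589 genes. Further splits with 3 samples of batch 1 in that group gave from 725 to 1013 genes. Some splits that follow batch 1 thus gave a result as large as the real one. The size of this count alone, without a batch term, therefore does not show a group effect. The real split places 1 of the 4 samples of batch 1 in the smaller group. The other splits that do so gave from 398 to 750 genes, which argues against that share of batch 1 alone giving 1219. With the batches fitted, the real split gave 1843 such genes, and the 4 splits that had reached 1219 fell to between 536 and 1353.

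With batches, 1 of the 32 such splits gave as many as 47 called genes, the real one; 25 of the 31 others gave 0 and the highest gave 19. Of the 72 splits that keep the number of pMCAO samples in each batch, 1 gave as many, again the real one, 58 of the 71 others gave 0 and the highest gave 16. With edgeR the other splits gave at most 1 gene. Only 2 of these 72 splits part all 5 same-numbered pairs, and some part 0.

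Several technical explanations were tested for the 47 genes. After centring within bins of GC content, 42 of the 47 stayed called, and within bins of transcript length 43. The centring moved fold changes by a median of 0.053 and 0.048 on the log2 scale, so it could remove few calls. At equal depth 36 stayed, with the proximal minus distal score as a covariate 44, and with the mitochondrial rRNA share 43. Near-identical sequence covered most of 1 of the 47 genes. With the goblet cell score as a covariate beside the batches, 22 stayed called, fewer than with the other single covariates. With the immune and stromal scores 26 stayed, a fit that decides nothing, since 2 of 10 stromal genes were present and 2 covariates were added. The fit without sham replicate 6 called 4 genes and that without pMCAO replicate 1 called 6. Each of these samples is the only one of its group in its batch, so the fit loses that batch's difference between the groups, and the weight of a single sample cannot be read from it. The other fits that left out one sample called from 19 to 86. The genes that were not called with the goblet cell score may reflect in part the goblet cell content of the samples, and for them a change within enterocytes cannot be told apart from that.

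The calls in the authors' deposited table may depend in part on the reference batch of the standard error. Of those 38 genes, 31 were called with the exact standard error.

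Samples of batch 1 had fewer genes detected. After thinning the counts outside mitochondrial genes to 2817910 in each sample, over 5 draws, the largest number in batch 1 was 14039 and the smallest in the other samples 14793, so depth did not account for it. Where at least 20 counts were due, every batch 1 sample had a higher share of genes at 0 than any other sample. The shares ran from 0.813% to 2.89%, against at most 0.811%. The counts due came from the other samples of the same group, which differ in their batches, so the shares are not strictly comparable. Loss of transcripts was not ruled out, and the shares cannot tell it from lower expression in batch 1. Batch 1 holds 3 sham and 1 pMCAO samples, and no biological explanation was tested.

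For the higher fructose score after pMCAO, the hypotheses of a fasting response, circadian phase, glucocorticoid response and gut region were tested with each score as a covariate beside the batches. The share of the difference left was 112% with the fasting score, 85.6% with the circadian score and 100% with the proximal minus distal score, each above the level set beforehand for setting an explanation aside. With the glucocorticoid score 68.9% was left, between that level and the one set for a cause, and 76.4% of the difference of the other hexose genes. Most of the rise was thus left with each of the 4 scores. A part shared with a glucocorticoid response is possible and was not ruled out. The glucocorticoid score did not itself pass the adjustment over 17 sets (adjusted permutation p 0.115; by camera 0.0343), and a score that follows the group can take up part of any difference between groups.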
